A study of Caenorhabditis elegans with 20 samples. Its data were reported in "Caenorhabditis elegans methionine/S-adenosylmethionine cycle activity is sensed and adjusted by a nuclear hormone receptor" (2020).

How the data were processed

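The study measured messenger RNA in whole Caenorhabditis elegans around the L4 larval stage. The paper's RNA-seq method describes picking animals at late L4 or as early young adults. There were 20 libraries from a pair of experiments, with 2 biological replicates in each group. In the first experiment (8 libraries, 4 groups), wild type and Δnhr-114 animals, which carry a deletion in the nuclear hormone receptor gene nhr-114, were grown for 48 hours on Escherichia coli OP50 with or without 25 mM methionine. In the second (12 libraries, 6 groups), wild type, Δmetr-1 and metr-1(ww52);Δnhr-10 animals were grown for 48 hours with 20 nM vitamin B12 on E. coli HT115 that carried either the empty vector or an nhr-114 RNAi clone. All strains, wild type included, carried the Pacdh-1::GFP reporter with an unc-119(+) marker. Each library was assigned to its group from its title, and 0 columns of the tables were left unmapped.

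Libraries were made by the authors with a modified CEL-seq2 protocol, in which reads come from the 3′ ends of transcripts and a barcode marks each sample. The authors trimmed the reads with trimmomatic, aligned them with STAR, assigned them to 3′ ends with ESAT using a WormBase gene set without pseudogenes, and tested the counts with DESeq2. The authors call the tested values read counts, from ESAT run with a umiMin setting. Whether the deposited values were scaled from reads or from unique molecular identifiers is not stated, so they are called reads here. The deposited tables were named TPM. Their values are CPM, the count of a gene per 1000000 counts of its library with no term for gene length: the deposited CPM values of each library sum to 1000000, and 100% of them were whole multiples of a single step per library, the same for every gene. The whole reads of each library were recovered from that step. The design had been written for TPM values on the strength of the table names, and named edgeR quasi-likelihood as the main test for tables of raw counts. The deposited values were CPM rather than raw counts, and CPM and TPM are both tested on a log scale. Limma was therefore kept as the main test, although whole reads could be recovered, and edgeR on those reads is given as an alternative.

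The tables held 39341 genes, of which 39258 were found in the annotation used for positions (WBcel235, Ensembl release 115) and 38468 had a symbol. Depth, as total recovered reads, ran from 1389117 to 24482380 reads per library in the first experiment (median 12413139) and from 2542155 to 16025927 in the second (median 11543316). A count of 0 allows up to 3 reads, which corresponds to between 0.123 and 2.16 CPM depending on the library. These floors cover counting error only. Multimapped reads were handled by the authors' counter, and genes of families with near-identical copies (major sperm proteins, C-type lectins, lysozymes, fatty acid desaturases) are uncertain for that reason. Whether the counting used strand is not stated, so values of overlapping and antisense genes are uncertain too.

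The two-sided main test was limma 3.58.1 in R 4.3.3 (linear model with 1 mean per group over all libraries of an experiment, empirical Bayes with trend and robust settings) on log2(CPM + 1). All log2 changes are on this scale, which understates the change of genes with low values. Genes with at least 5 CPM in at least 2 libraries were tested, 10948 in the first experiment and 11543 in the second, with 4 and 6 residual degrees of freedom. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.01 with a fold change over 1.5, the thresholds of the study. The 14 comparisons were contrasts of these fits, 3 of them interactions. The experiments were never compared with each other.

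The Met/SAM cycle genes metr-1, mtrr-1, sams-1, ahcy-1, mel-32 and mthf-1 were tested as a set with limma's fry, adjusted by Benjamini-Hochberg over the 14 comparisons with a threshold of 0.05. The gene metr-1 was left out (5 genes) where a metr-1 mutant was compared with wild type and in the interactions with a metr-1 mutant. Further lists (propionate shunt, sperm, germline, oocyte and female germline, vitellogenin, cuticle and molting, intestine, body wall muscle) were tested in the same way over 112 tests. No gene was in more than 1 list.

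The test, the thresholds, the 14 comparisons, the Met/SAM set and the named genes were fixed before the data were examined. Named genes were a fixed list of 18 (the 6 Met/SAM genes, pmt-2, msra-1, pmp-5, cbs-1, acdh-1, ech-6, hach-1, hphd-1, alh-8, nhr-114, nhr-10 and nhr-68) and, per comparison of groups, up to 3 called genes with the largest rise and 3 with the largest fall whose libraries did not overlap and whose higher group averaged at least 20 CPM. The study chose the listed genes partly on its own data, so a count adjusted over the list alone is not independent evidence. Which listed genes are given with full statistics was decided after their values were seen.

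Alternatives fixed at the same time were a pseudocount of 0.1, no filter on low values, median-of-ratios scaling, the replicate number as a block, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on the recovered reads, a fit on the compared libraries only, camera with a preset correlation of 0.01 in place of fry, and leaving out each library in turn. A further 3 fits, with the mean level of the cuticle and molting list, of the oocyte list, or of both as covariates, were chosen after the data had been seen. Comparisons that share control libraries were set against 100 simulated draws of unchanged groups. The comparison with simulated lists of equal length was added after the shared calls had been seen.

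All steps were tested on simulated counts with 200 genes changed 4-fold. With a low spread between replicates, limma recovered 96% and 97% of them in the first and second experiment. With the spread of the real libraries, limma recovered 0% and 13.5% (27 genes, with 3 false calls), edgeR 0% and 0%, and DESeq2 28% (56 genes, with 27 false calls) and 59% (118 genes, with 18 false calls). A set changed 2.5-fold was found by fry at this spread in both experiments (simulated p of 0.00214 and 4.3e-06). Exact permutation of 2 libraries against 2 cannot give a p under 0.333 and was not used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.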

Results

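Messenger RNA was profiled in 20 libraries of whole animals around the L4 stage in a pair of experiments, with 2 libraries per group. The first experiment compared wild type and Δnhr-114 animals grown on E. coli OP50, a diet low in vitamin B12, with or without 25 mM methionine. The second compared wild type animals with a pair of metr-1 mutant strains, Δmetr-1 and metr-1(ww52);Δnhr-10, on bacteria carrying the empty vector or an nhr-114 RNAi clone, all with 20 nM vitamin B12. METR-1 is methionine synthase, the vitamin B12-dependent enzyme of the methionine/S-adenosylmethionine (Met/SAM) cycle, and NHR-114 and NHR-10 are nuclear hormone receptors. The strain metr-1(ww52);Δnhr-10 differed from wild type in both genes, so the effects of each cannot be separated in it. The first experiment had 1389117 to 24482380 reads per library, a 17.62-fold range, and the second 2542155 to 16025927 reads, a 6.3-fold range. The shallowest libraries were replicate 2 of wild type with methionine (1389117 reads), in which 3 reads correspond to 2.16 CPM, and replicate 1 of metr-1(ww52);Δnhr-10 on vector (2542155 reads, 1.18 CPM).

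Replicates differed by more than counting error in every group. The chi-square statistic per degree of freedom between the libraries of a group was 11.1 to 157, and Pearson's correlation of log2(CPM + 1) across genes, which are not independent replicates, was 0.806 in untreated Δnhr-114 and 0.808 in Δmetr-1 on vector, against 0.965 in metr-1(ww52);Δnhr-10 on vector. This spread set what could be called. In simulations with the spread of these libraries, limma recovered 0% of 200 genes changed 4-fold in the first experiment and 13.5% in the second.

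The targeted genes were examined first. nhr-114 (WBGene00003704, chromosome V, 4187202 to 4190008, forward strand, WBcel235) was at 29.0 and 36.6 CPM in the wild type libraries without methionine and at 5.41 and 5.76 CPM with methionine, the latter resting on 8 reads in replicate 2. In Δnhr-114 it was at 0.445 and 0.703 CPM without methionine (5 and 9 reads) and 0.409 and 0.449 CPM with methionine (7 and 11 reads). In the second experiment nhr-114 went against the labels in 3 libraries. On vector it was at 8.98 and 3.16 CPM in wild type, 29.4 and 46.3 CPM in Δmetr-1, and 37.4 and 33.7 CPM in metr-1(ww52);Δnhr-10. In the libraries labelled nhr-114 RNAi, replicate 2 was at 2.30, 7.94 and 3.61 CPM in the same order of strains, whereas replicate 1 was at 340, 193 and 391 CPM. Knockdown could therefore not be read from the nhr-114 values of replicate 1, and every direction given for RNAi rests on the labels. In wild type the fall in replicate 2, from 3.16 to 2.30 CPM, was smaller than the difference between the vector libraries.

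**Figure D1:**
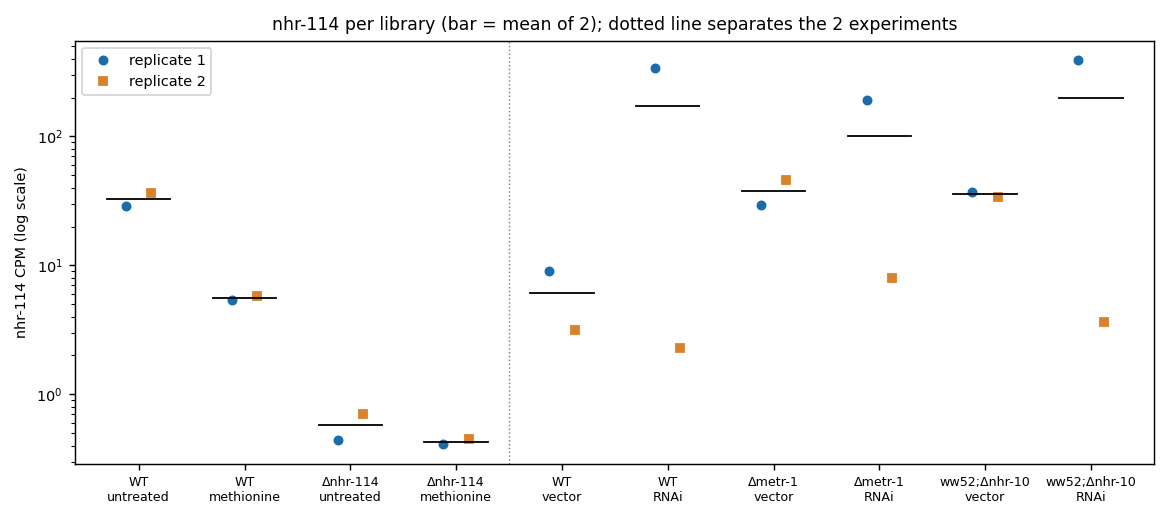
Level of nhr-114 in each library, as CPM on a log axis, for the 10 groups of both experiments, with a bar at the mean of the 2 libraries of each group. In the libraries labelled nhr-114 RNAi, replicate 1 (circles) lies at 193 to 391 CPM and replicate 2 (squares) at 2.30 to 7.94 CPM.

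metr-1 (WBGene00010988, chromosome II, 10926561 to 10931078, forward strand) was at 59.8 and 69.4 CPM in wild type on vector and 94.5 and 73.8 CPM on nhr-114 RNAi. Its transcript was counted in both mutants, at 372 and 469 CPM in Δmetr-1 and 555 and 462 CPM in metr-1(ww52);Δnhr-10 on vector. On nhr-114 RNAi it was at 30.3 and 45.7 CPM in Δmetr-1 and at 130 and 116 CPM in metr-1(ww52);Δnhr-10. nhr-10 (WBGene00003609, chromosome III, 7112295 to 7115438, reverse strand) was at 16.1 and 21.5 CPM in metr-1(ww52);Δnhr-10 on vector and at 41.8 and 24.9 CPM in wild type, a difference that limma did not call (log2 change -0.76, Benjamini-Hochberg adjusted p = 0.372).

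The Met/SAM cycle genes lie on 4 chromosomes and are all annotated as protein-coding. Besides metr-1, these are mtrr-1 (WBGene00006510, methionine synthase reductase, chromosome II, 9285975 to 9289132), sams-1 (WBGene00008205, S-adenosylmethionine synthase, chromosome X, 11965962 to 11969893), ahcy-1 (WBGene00019322, S-adenosylhomocysteine hydrolase, chromosome I, 6836469 to 6838140), mel-32 (WBGene00003214, serine hydroxymethyltransferase, chromosome III, 6440145 to 6443000) and mthf-1 (WBGene00015512, methylenetetrahydrofolate reductase, chromosome II, 7773904 to 7777823). Linked genes given below are msra-1 (WBGene00018393, methionine sulfoxide reductase, chromosome II, 7363220 to 7364040), pmp-5 (WBGene00004062, vitamin B12 transporter, chromosome V, 6662191 to 6665813), cbs-1 (WBGene00013866, cystathionine beta synthase, chromosome X, 10054275 to 10057528), pmt-2 (WBGene00018811, phosphoethanolamine methyltransferase, chromosome V, 4628580 to 4635263), the propionate shunt gene acdh-1 (WBGene00016943, chromosome I, 6497436 to 6499560) and the nuclear hormone receptor gene nhr-68 (WBGene00003658, chromosome V, 11573440 to 11575709).

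Methionine was added to wild type animals to ask whether supplying the product of methionine synthase lowers the expression of the cycle's genes. No gene was called by limma (0 of 10948 genes, with 126 at an unadjusted p under 0.05, where 547 would arise by chance). This count moved most with DESeq2 on the recovered reads, which called 17 genes. As a set, the Met/SAM cycle genes were lower, by a median log2 change of -1.24, with 6 of 6 genes lower (fry, Benjamini-Hochberg adjusted p = 0.0023). The alternative that moved this median most without removing a library was the fit with both stage covariates (-1.15, adjusted p = 0.00356, range over alternatives 4.9e-13 to 0.0449). The lowest adjusted p in limma was that of msra-1, whose level fell from 620 ± 147 CPM (SD, n = 2) to 49.02 ± 6.02 CPM (SD, n = 2), a log2 change of -3.62 (SE 0.28, Benjamini-Hochberg adjusted p = 0.0269). This gene was called without the filter, with both covariates and by DESeq2 (adjusted p over alternatives 3.52e-17 to 0.354). mtrr-1 had a log2 change of -1.71 (SE 0.29, limma adjusted p = 0.53) and was called only by DESeq2 (range 0.000909 to 1.00). Of the 18 listed genes, 0 were called over all genes and 10 were called adjusted over the list alone. The study chose these genes, partly on its own data.

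In Δnhr-114 animals the same treatment asked whether the response to methionine needs the receptor. No gene was called by limma (0 genes, 477 at an unadjusted p under 0.05), against 43 by DESeq2, 14 with both covariates and 1 without the filter. The median log2 change of the Met/SAM cycle genes was -0.14, with 4 of 6 genes lower (fry adjusted p = 0.265). This median was -0.07 without replicate 1 and -0.28 without replicate 2 of Δnhr-114 with methionine. None of the 18 listed genes was called over all genes, and 0 were called adjusted over the list alone. The difference between the genotypes was tested as an interaction: the Met/SAM cycle genes fell less in Δnhr-114, by a median of 0.95, higher in 6 of 6 genes (fry adjusted p = 0.0154). Limma called no single gene in the interaction (0 genes, 234 at an unadjusted p under 0.05). DESeq2 called 22, the fit with both covariates 9 and the fit without the filter 1. Adjusted over the list alone, 3 listed genes were called.

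Without methionine, Δnhr-114 was compared with wild type to ask whether the receptor holds up expression on a low vitamin B12 diet. nhr-114 itself had a log2 change of -4.42 (SE 0.38, limma adjusted p = 0.0338) and was not called, though it was under the no-filter, both-covariate and DESeq2 alternatives (adjusted p over alternatives 7.37e-20 to 0.275). DESeq2 called 85 genes, whereas limma called 0 (496 at an unadjusted p under 0.05, lowest adjusted p 0.019). That value belonged to msra-1, at 31.8 ± 6.05 CPM (SD, n = 2) in Δnhr-114, a log2 change of -4.23 (SE 0.28), which was called without the filter, with both covariates and by DESeq2 (adjusted p over alternatives 4.05e-26 to 0.175). The Met/SAM cycle genes were lower by a median log2 change of -1.31 in 6 of 6 genes (fry adjusted p = 0.00143), and 12 listed genes were called adjusted over the list alone against 0 over all genes. With methionine, the same comparison of genotypes gave a median of -0.29, again in 6 of 6 genes but not past the threshold (fry adjusted p = 0.0963). It was past it with camera (adjusted p = 0.000915) and with both covariates (-0.21, adjusted p = 0.037), the adjusted p over alternatives ranging from 0.000915 to 0.203. This median was -0.18 without replicate 1 and -0.46 without replicate 2 of wild type with methionine, the shallowest library. Limma called 0 genes in that comparison (94 at an unadjusted p under 0.05) and DESeq2 called 3. Adjusted over the list alone, 0 listed genes were called.

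**Figure D2:**
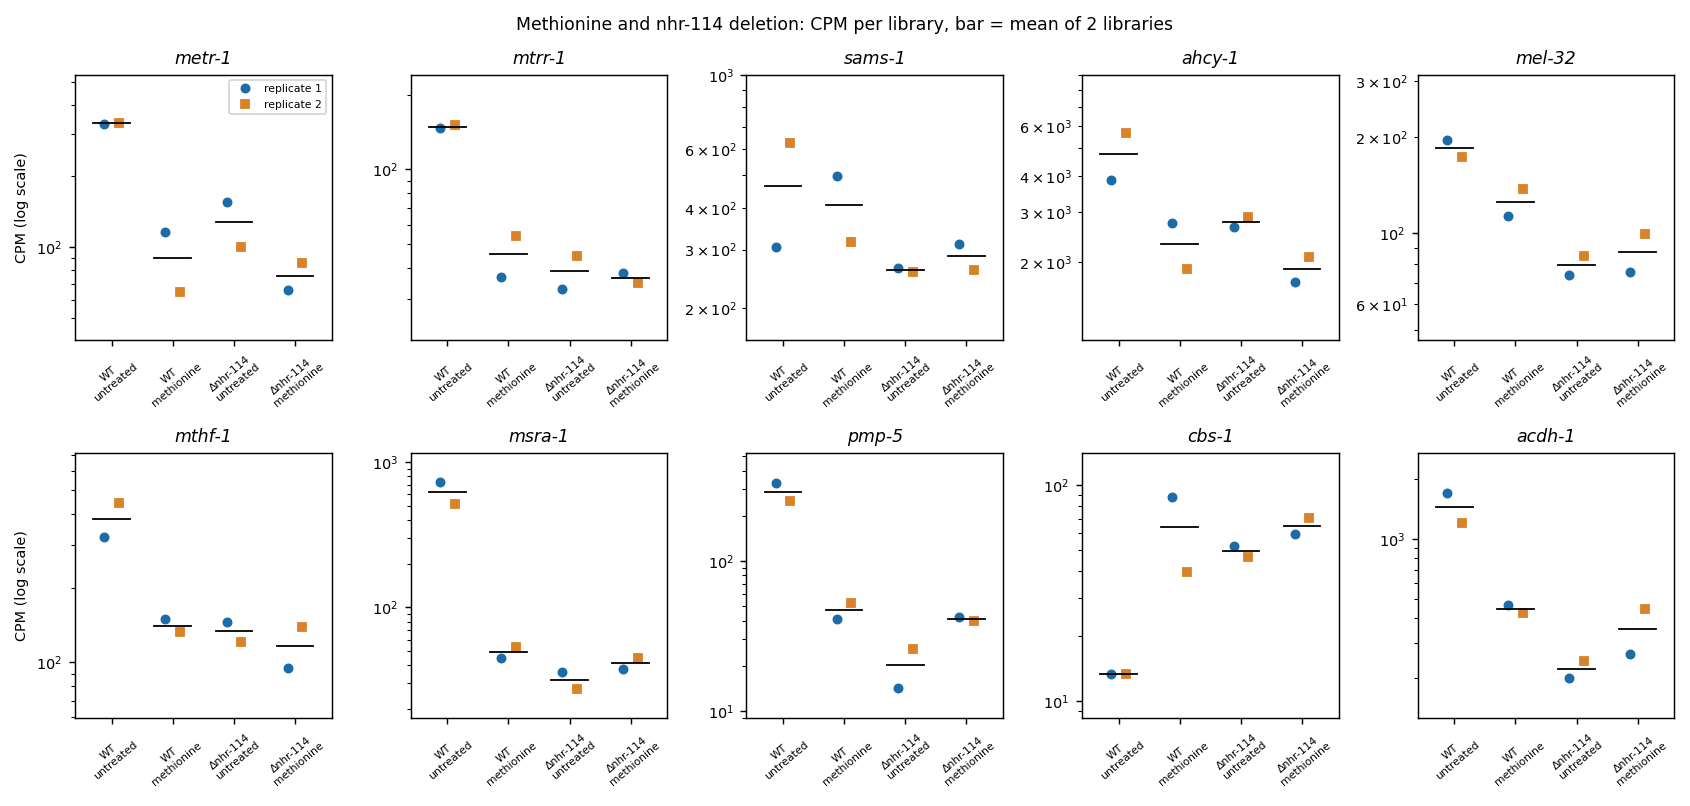
Levels of 10 listed genes in the first experiment, as CPM per library on a log axis, with a bar at the mean of the 2 libraries of each group. For msra-1, wild type without methionine averages 620 CPM and the other groups 31.8 to 49.02 CPM, whereas cbs-1 is lowest in wild type without methionine (13.4 CPM against 49.5 to 65.1 CPM).

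On vector, the metr-1 mutants were compared with wild type to ask whether a block in the Met/SAM cycle raises its genes although vitamin B12 is supplied. In Δmetr-1, 13 genes were called higher and 0 lower (972 genes at an unadjusted p under 0.05, where 577 would arise by chance), and in metr-1(ww52);Δnhr-10, 28 were higher and 2 lower. The latter count was 14 without either Δmetr-1 library labelled nhr-114 RNAi, 15 without either metr-1(ww52);Δnhr-10 library labelled nhr-114 RNAi, and 17 without either wild type library labelled nhr-114 RNAi. The metr-1(ww52);Δnhr-10 count rose without either Δmetr-1 vector library and on the compared libraries only (191 higher and 90 lower). It was 0 with both covariates. DESeq2 called 53 higher and 36 lower in Δmetr-1, and 87 and 48 in metr-1(ww52);Δnhr-10. The Met/SAM cycle genes other than metr-1 were higher by a median log2 change of 1.49 in Δmetr-1 and 1.66 in metr-1(ww52);Δnhr-10. In both, 5 of 5 genes were higher (fry adjusted p = 1.57e-05 for each). msra-1 rose from 53.4 ± 7.10 CPM (SD, n = 2) to 1104 ± 140 CPM (SD, n = 2) in Δmetr-1, a log2 change of 4.34 (SE 0.31, limma adjusted p = 0.000592), called under every alternative (3.26e-25 to 0.00993). metr-1 and mtrr-1 had log2 changes of 2.68 and 2.55 (limma adjusted p = 0.00186 and 0.00313). Both lost their call in the fit on the compared libraries only (adjusted p = 0.12 and 0.186, the highest of their alternatives, the lowest being 3.69e-10 and 1.93e-10). In metr-1(ww52);Δnhr-10 the log2 changes of msra-1, metr-1 and mtrr-1 were 4.22, 2.96 and 2.81 (limma adjusted p = 0.000375, 0.0011 and 0.00173). These 3 calls were lost with both covariates, where the adjusted p was 0.0109, 0.0109 and 0.0301, the highest of their alternatives.

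Some listed genes changed strongly in the mutants without passing the threshold. acdh-1 rose from 17.4 ± 2.89 CPM (SD, n = 2) to 945 ± 5.53 CPM (SD, n = 2) in Δmetr-1, a log2 change of 5.69 (SE 0.67, limma adjusted p = 0.0113, over alternatives 3.01e-16 to 0.0339), and had a log2 change of 4.74 in metr-1(ww52);Δnhr-10 (adjusted p = 0.0163, over alternatives 2.19e-12 to 0.0879). cbs-1 was lower in both mutants, with log2 changes of -2.10 and -1.95 (adjusted p = 0.0151 and 0.0157, over alternatives 3.86e-07 to 0.409 and 1.67e-05 to 0.0706), and nhr-68 was higher, with log2 changes of 2.45 and 2.59 (adjusted p = 0.0208 and 0.0131, over alternatives 3.52e-05 to 0.409 and 1.33e-05 to 0.0785). acdh-1 was called in Δmetr-1 under 8 alternatives, and DESeq2 called all 3 genes in both mutants. Over all genes 5 listed genes were called in Δmetr-1 and 6 in metr-1(ww52);Δnhr-10, against 14 and 12 adjusted over the list alone. Beyond the list, the rule for named genes picked clec-47 and fog-3 in both strains, with log2 changes of 5.93 and 5.06 in Δmetr-1, clc-24 among the rises in metr-1(ww52);Δnhr-10, and sysm-1 and ZK896.5 as the 2 falls there, with log2 changes of -4.07 and -2.66.

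The nhr-114 RNAi clone was fed to each strain to ask whether those changes depend on the receptor. In wild type no gene was called (0 genes, 141 at an unadjusted p under 0.05) and the Met/SAM cycle genes had a median log2 change of 0.15, higher in 5 of 6 genes (fry adjusted p = 0.311). This median was 0.09 without replicate 1 of wild type in the group labelled nhr-114 RNAi, and 0 listed genes were called adjusted over the list alone. In Δmetr-1, 176 genes were called higher and 1272 lower between the libraries labelled nhr-114 RNAi and vector, and in metr-1(ww52);Δnhr-10 160 higher and 390 lower. The split differed between fits: 12.2% of the Δmetr-1 calls were higher here, 19.3% with median-of-ratios scaling alone, 27.9% with edgeR (434 higher and 1120 lower), 30.7% with DESeq2 and 37.4% with the oocyte covariate. The median of all genes was -0.11 here, 0.02 with median-of-ratios scaling and 0.14 with edgeR. The large counts in both strains also depended on the model. The fit on the compared libraries only called 0 and 24 genes (3264 at an unadjusted p under 0.05 in the former), and the fit with both stage covariates called 0 in each (337 and 704 at an unadjusted p under 0.05). Without either Δmetr-1 vector library, the metr-1(ww52);Δnhr-10 count rose from 550 to 1013, and it was 308 without replicate 1 and 304 without replicate 2 of wild type on vector. It lay between 356 and 365 without a wild type or Δmetr-1 library labelled nhr-114 RNAi.

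The Met/SAM cycle genes were lower on nhr-114 RNAi in both mutants, by a median log2 change of -1.87 in Δmetr-1 and -2.02 in metr-1(ww52);Δnhr-10, with 6 of 6 genes lower in both (fry adjusted p = 1.57e-05 for each). msra-1 returned to 47.1 and 49.5 CPM, with log2 changes of -4.52 and -4.34 (limma adjusted p = 0.000406 and 0.000397). cbs-1 rose, with log2 changes of 2.47 and 2.40 (limma adjusted p = 0.000745 and 0.00209). All of these calls were lost with both covariates (adjusted p = 1.00 and 0.14 for msra-1, 1.00 and 0.317 for cbs-1, the highest of their alternatives). On the compared libraries only, the calls of msra-1 in Δmetr-1 and of cbs-1 in both strains were lost. Over all genes 12 listed genes were called in Δmetr-1 and 9 in metr-1(ww52);Δnhr-10, with 12 and 10 adjusted over the list alone. The fall relative to wild type was tested as an interaction. The median of the 5 Met/SAM cycle genes other than metr-1 fell by 1.78 more in Δmetr-1 than in wild type, lower in 5 of 5 genes (fry adjusted p = 8.8e-05), and by 2.19 more in metr-1(ww52);Δnhr-10, also 5 of 5 (fry adjusted p = 6.67e-05). In Δmetr-1 this interaction was not past the threshold in the fit with both stage covariates (-3.18, adjusted p = 0.0632, over alternatives 8.23e-05 to 0.0632). Single genes called in the interaction were 4 in Δmetr-1 and 2 in metr-1(ww52);Δnhr-10. The first count was 1 without either metr-1(ww52);Δnhr-10 vector library and 0 without either of that strain's RNAi libraries (2921 and 2911 at an unadjusted p under 0.05). The second was 63 or 66 without a Δmetr-1 vector library and 0 without a Δmetr-1 RNAi library (2130 and 2128 at an unadjusted p under 0.05). The limma calls of both interactions were all lower. In metr-1(ww52);Δnhr-10, DESeq2 called 318 higher and 160 lower, and the fit on the compared libraries only 36 and 7. Calls without a Δmetr-1 vector library were mostly higher too. The oocyte covariate gave 289 higher and 285 lower there, and the cuticle covariate 28 and 106. In Δmetr-1, DESeq2 called 199 higher and 654 lower. Of the listed genes, limma called 3 in Δmetr-1 and 1 in metr-1(ww52);Δnhr-10 over all genes, and 11 and 9 adjusted over the list alone. The median of all genes in the Δmetr-1 interaction was -0.19, -0.04 with median-of-ratios scaling and 0.05 with edgeR.

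**Figure D3:**
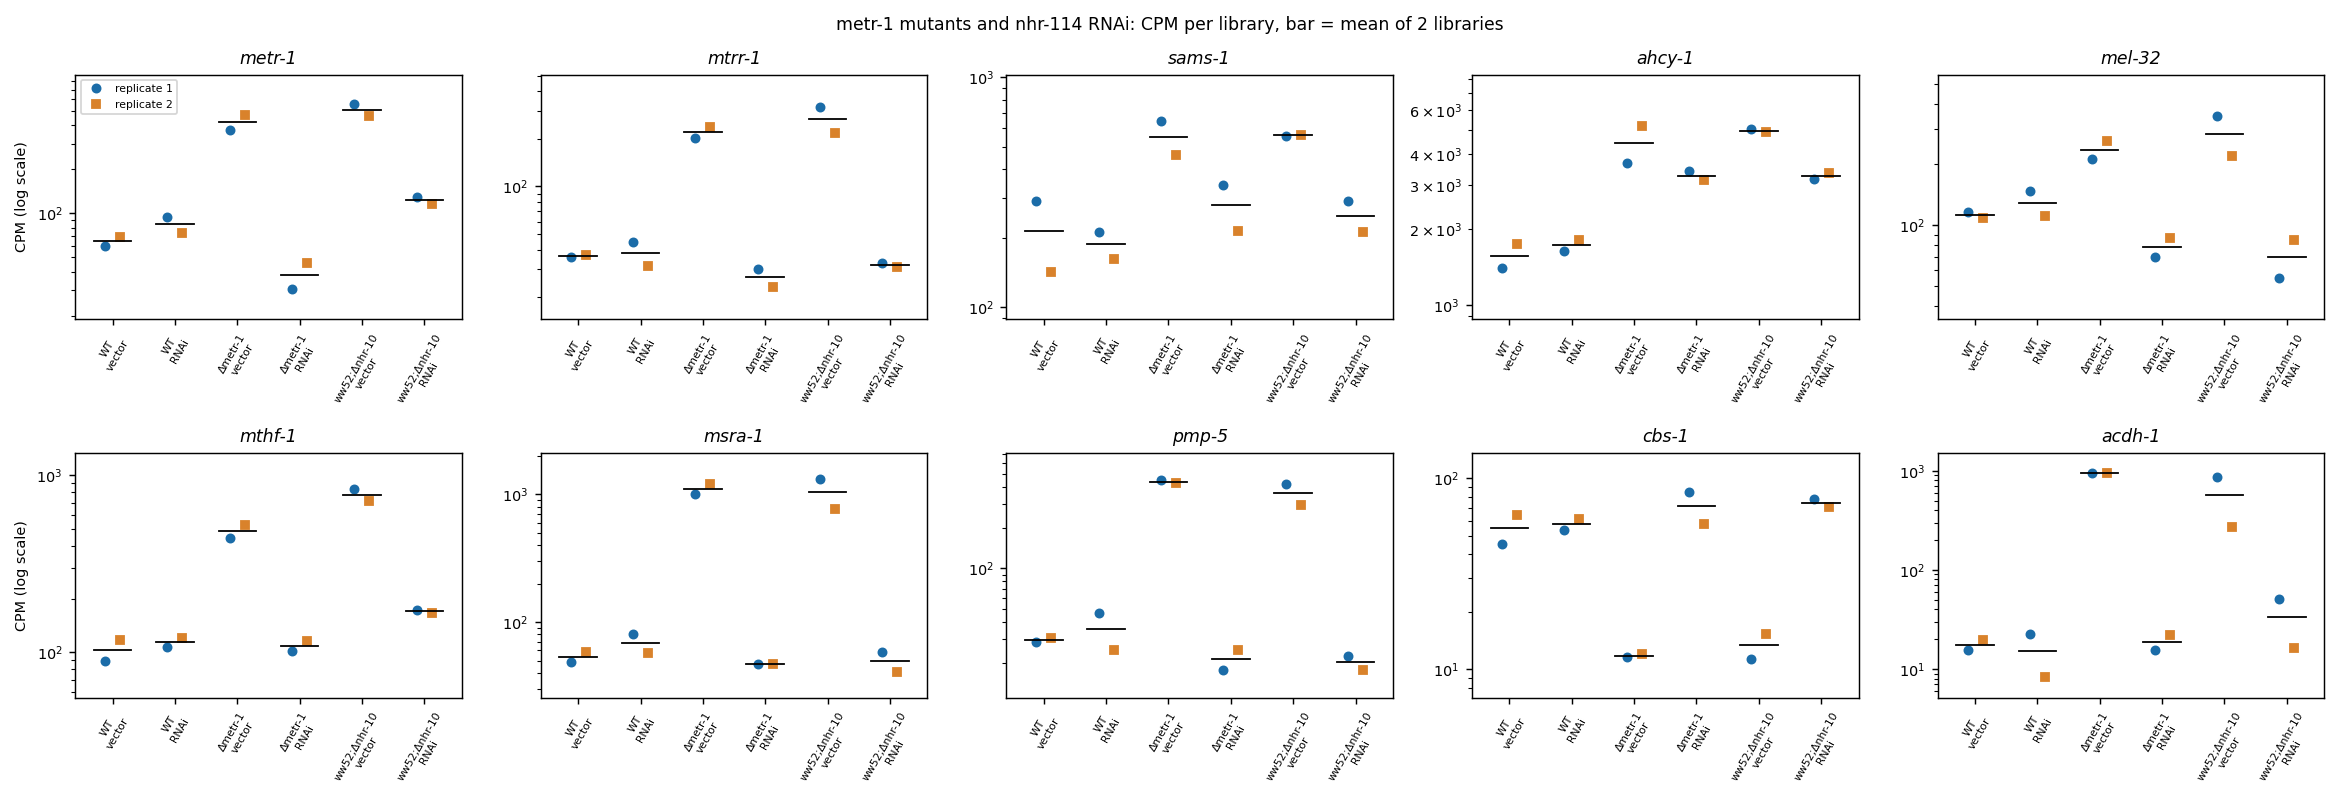
Levels of 10 listed genes in the second experiment, as CPM per library on a log axis, with a bar at the mean of the 2 libraries of each group. msra-1 averages 1104 and 1042 CPM in the metr-1 mutants on vector and 47.1 to 69.1 CPM in the other groups, whereas cbs-1 averages 11.8 and 13.4 CPM in the mutants on vector and 54.8 to 73.9 CPM elsewhere.

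**Figure D4:**
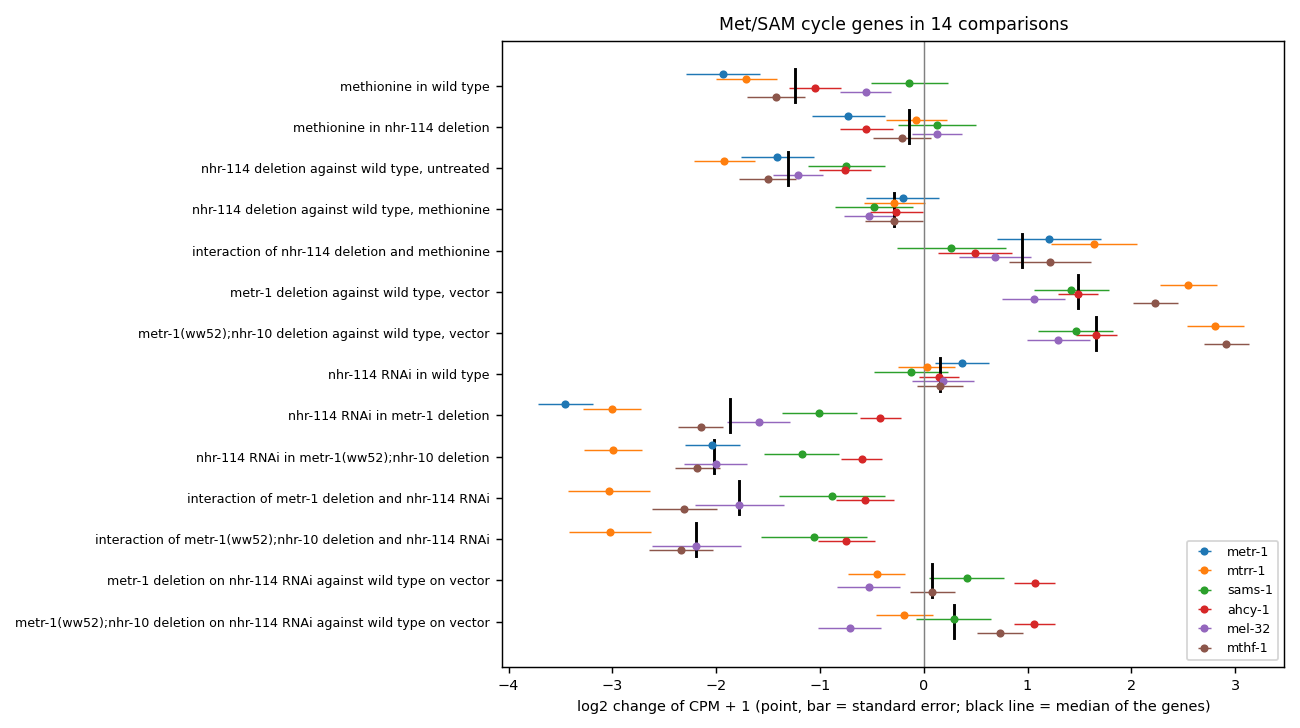
Log2 change on the log2(CPM + 1) scale of the Met/SAM cycle genes in the 14 comparisons, with a point and standard error for each gene and a black line at the median. Medians run from -1.31 to 0.95 in the 5 comparisons of the first experiment and from -2.19 to 1.66 in the second.

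Mutants on nhr-114 RNAi were compared with wild type on vector to ask whether the RNAi brought expression back to the level of wild type. The median of the Met/SAM cycle genes other than metr-1 was 0.08 in Δmetr-1 and 0.29 in metr-1(ww52);Δnhr-10 (fry adjusted p = 0.265 and 0.063), with 3 of 5 genes higher in each. Single libraries decided these values: the first was -0.11 without replicate 1 and -0.10 without replicate 2 of wild type on vector and -0.01 without replicate 2 of Δmetr-1 labelled nhr-114 RNAi. The second was 0.54 without replicate 1 and -0.17 without replicate 2 of wild type on vector, and 0.06 without replicate 1 and 0.51 without replicate 2 of metr-1(ww52);Δnhr-10 labelled nhr-114 RNAi. The first also turned negative with the oocyte covariate (-0.23) and with both covariates (-0.83). The second passed the threshold without the filter and on the compared libraries only (fry adjusted p = 0.0378 and 0.0163, over alternatives 0.0163 to 0.842). The genes did not move together: ahcy-1 was higher in both strains, with log2 changes of 1.07 and 1.07 (limma adjusted p = 0.00275 and 0.00352, over alternatives 0.000563 to 1.00 and 0.00123 to 1.00). pmt-2 was higher as well, with log2 changes of 1.64 and 1.32 (limma adjusted p = 0.00887 and 0.0277, over alternatives 0.00133 to 1.00 and 0.0148 to 1.00). In Δmetr-1 pmt-2 turned negative with both covariates (-0.15). Neither gene was newly raised on RNAi. On vector, ahcy-1 already had log2 changes of 1.485 and 1.664 against wild type and pmt-2 1.525 and 1.637. Of these, limma called only ahcy-1 in metr-1(ww52);Δnhr-10 (adjusted p = 0.00472). RNAi changed ahcy-1 by -0.42 and -0.60 and pmt-2 by 0.11 and -0.32, none of them called by limma. Across all genes 580 were called higher and 1348 lower in Δmetr-1, and 481 higher and 938 lower in metr-1(ww52);Δnhr-10. With both covariates, 0 were called in each (396 and 694 at an unadjusted p under 0.05). The share of calls that were higher in Δmetr-1 was 30.1%, 41.5% with edgeR and 42.0% with DESeq2. Of the 18 listed genes, 2 and 1 were called over all genes, and 1 and 1 adjusted over the list alone.

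Calls shared between comparisons were counted against simulated unchanged groups with the same controls. On vector, 12 genes were higher in both metr-1 mutants, among them metr-1, mtrr-1, mthf-1, msra-1, pmp-5, fog-3, clec-47 and farl-11. Of these, 10 were also called lower on nhr-114 RNAi in both strains. At the same threshold the simulated groups shared 0 genes in all 100 draws, where false calls were few. In simulated lists as long as the observed ones, made of the genes with the lowest p in the observed direction, the median number shared was 1.5 for the first count and 0 for the second. The highest was 13 for each, and 1 of 100 draws reached the observed number in each case. Limma called no gene lower both with methionine and in Δnhr-114. Neither comparison had a limma call (126 and 496 genes had an unadjusted p under 0.05). Genes lower in both numbered 12 with DESeq2, 7 with both covariates and 2 without the filter. Log2 changes in the metr-1 mutants correlated across all genes with r = 0.594. With shared controls the simulated median was 0.647, and 57 of 100 simulated draws lay as far from 0. The RNAi responses of the mutants, which share no library, correlated with r = 0.835, against simulated values of -0.92 to 0.89. Of the draws, 6 lay as far. The remaining correlations across genes were within the simulated range. They were 0.048 and -0.13 between each mutant's difference from wild type and its RNAi response, and 0.292 between methionine and Δnhr-114. Shared libraries moved the simulated medians to -0.62, -0.52 and 0.65 in the same order. The number of draws as far from 0 (99, 93 and 82 of 100) therefore does not test these values.

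Other lists were tested over the same comparisons with fry, adjusted over 112 tests. The propionate shunt genes were lower in untreated Δnhr-114 (median log2 change -0.96, adjusted p = 0.0227), higher in Δmetr-1 and metr-1(ww52);Δnhr-10 on vector (1.63 and 1.11, adjusted p = 0.00553 and 0.0358), and lower in both on nhr-114 RNAi (-1.99 and -1.27, adjusted p = 0.00553 and 0.0384). Sperm genes were lower on nhr-114 RNAi in Δmetr-1 and metr-1(ww52);Δnhr-10 (-3.55 and -2.67, adjusted p = 0.00553 and 0.0173), and lower in the same libraries against wild type on vector (-4.37 and -3.79, adjusted p = 0.00553 for each). All 29 sperm genes were called lower in the latter. Germline genes were lower on nhr-114 RNAi in Δmetr-1 (-1.94, adjusted p = 0.0152), and against wild type on vector in both strains (-1.76 and -1.35, adjusted p = 0.0178 and 0.0385). The interaction in Δmetr-1 was past the threshold for the propionate shunt, sperm and germline lists (-1.78, -3.12 and -1.999, adjusted p = 0.0204, 0.0308 and 0.0465). In metr-1(ww52);Δnhr-10 it was past the threshold for none of them (-1.28, -2.23 and -0.87, adjusted p = 0.109, 0.0849 and 0.358). Oocyte and vitellogenin genes had large median changes that did not pass the threshold, the oocyte list -3.53 (adjusted p = 0.101) and the vitellogenin list 3.05 (adjusted p = 0.636) in Δmetr-1 on nhr-114 RNAi against wild type on vector. The cuticle and molting, intestine and body wall muscle lists passed it in 0 comparisons.

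**Figure D5:**
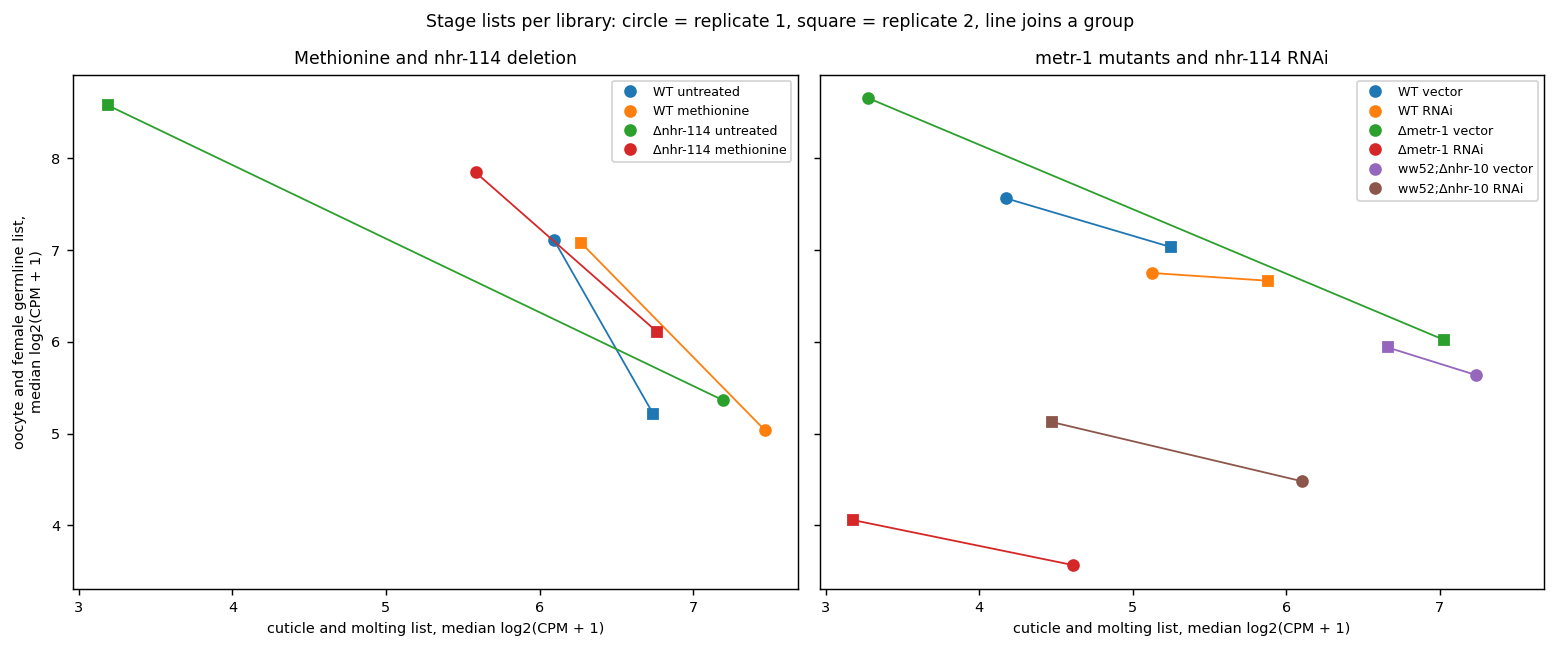
Median log2(CPM + 1) of the oocyte and female germline list against that of the cuticle and molting list in each library, with a line joining the 2 libraries of a group. In untreated Δnhr-114 the cuticle and molting median is 7.19 in replicate 1 and 3.19 in replicate 2, and both libraries of Δmetr-1 on nhr-114 RNAi have the lowest oocyte medians, 3.57 and 4.06.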

Values the study reported

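In a separate RNA-seq set of its Met/SAM cycle mutants, the study reported 110 genes with higher expression in all of the mutants and 11 genes with lower expression in all of them.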

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

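The interaction comparisons and their thresholds were fixed before the data were examined. Every test of an explanation in this part was chosen after the result it concerns had been seen. This includes the widening of the stage test from 1 covariate fit to all 3. The text offers hypotheses only.

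The response of the Met/SAM cycle genes to methionine differed between the genotypes, which a test of the interaction picked out. The genes fell by a median of 1.24 in wild type and 0.14 in Δnhr-114, an interaction of 0.95, higher in 6 of 6 genes (fry, Benjamini-Hochberg adjusted p = 0.0154). The tables argue against 3 technical explanations. Scaling the libraries by median-of-ratios left the interaction at 1.04. The lowest read count of the 6 genes in untreated Δnhr-114 was 370, far above the 3 reads that a count of 0 allows. The shallowest library, replicate 2 of wild type with methionine, was not needed either, since the interaction was 0.81 without it. A dependence of the response on nhr-114 is a candidate explanation. It stays open beside a simpler statement of the same numbers. On soy peptone plates with OP50, untreated Δnhr-114 already lay near the level of wild type with methionine. Whether that level could fall further was not settled: with methionine 4 of 6 genes were lower still in Δnhr-114, though limma called none. The design has no group that parts these readings.

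The response to nhr-114 RNAi differed between the metr-1 mutants and wild type, again by a test of the interaction. For the Met/SAM cycle genes other than metr-1 the interaction was -1.78 in Δmetr-1 and -2.19 in metr-1(ww52);Δnhr-10, lower in 5 of 5 genes in each (fry adjusted p = 8.8e-05 and 6.67e-05). Single genes past the threshold in Δmetr-1 were metr-1 (log2 interaction -3.82, SE 0.37), msra-1 (-4.86, SE 0.43), pmp-5 (-4.52, SE 0.47) and farl-11 (-3.35, SE 0.36). Their limma Benjamini-Hochberg adjusted p was 0.00639, 0.00559, 0.00699 and 0.00819. In metr-1(ww52);Δnhr-10 these were msra-1 (-4.69, SE 0.43) and ilys-5 (-3.79, SE 0.38), with a limma adjusted p of 0.00793 and 0.00912. The genes farl-11 (WBGene00017349, chromosome II, 7101218 to 7105035, reverse strand) and ilys-5 (WBGene00017691, chromosome X, 6533490 to 6536840, reverse strand) were outside the list and were named after their values were seen, and ilys-5 belongs to a family of lysozymes with similar copies. All 4 genes of Δmetr-1 lost their call with edgeR, with both covariates and on the compared libraries only, and farl-11 also without the filter. Their adjusted p over alternatives ran from 3.79e-09 to 0.603 for metr-1, 3.82e-14 to 0.986 for msra-1, 5.83e-12 to 0.603 for pmp-5 and 3.79e-09 to 1.00 for farl-11. In metr-1(ww52);Δnhr-10 msra-1 lost its call with edgeR and with both covariates (range 4.94e-14 to 0.0602), and ilys-5 also with median-of-ratios scaling (range 1.06e-08 to 0.108).

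Technical explanations of this difference were weighed in turn. A detection floor in wild type is argued against, because the lowest of 10 genes in wild type on vector (the Met/SAM cycle genes, msra-1, pmp-5, farl-11 and ilys-5) had 300 reads (28.65 CPM). Scaling is argued against as well, since the smaller of the Met/SAM interactions was -1.61 with median-of-ratios scaling. A difference in developmental stage was tested with the 3 covariate fits. In metr-1(ww52);Δnhr-10 the interaction was between -2.19 and -2.57 and past the threshold in all 3 of them (fry adjusted p from 0.000191 to 0.00904). This argues against stage as the whole cause, although using both covariates multiplied the standard error by 2.18. In Δmetr-1 the interaction was -1.75 or larger in size, but with both covariates (-3.18) its fry adjusted p was 0.0632 (range over the 3 fits 0.000394 to 0.0632). Here stage and response cannot be told apart, because the covariates overlap with the groups, which multiplied the standard error by 4.92 in that fit.

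It also stays open whether the RNAi acted in wild type at all. The library labelled nhr-114 RNAi had 2.30 CPM of nhr-114 in replicate 2, against 3.16 and 8.98 CPM in the vector libraries. A missing knockdown in wild type and a knockdown without consequence there cannot be told apart on so few reads. The biological reading, that nhr-114 raises these genes only when the cycle is blocked, is consistent with the values, but it rests on the labels and on 2 libraries per group.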

How the results depend on the processing

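Fits with stage covariates were chosen after the data had been seen, and all other alternatives were fixed with the design. Calls are genes at a Benjamini-Hochberg adjusted p under 0.01, in the order of comparisons used in the report. For calls and medians that changed, the cause was not tested unless one is given.

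For the Met/SAM cycle genes, over 14 comparisons and the alternatives that give a set test (not edgeR or DESeq2), leaving out libraries apart, the median change kept its direction and its side of the fry threshold in 117 instances, and changed in 8, 1 of them with the replicate number as a block. For Δnhr-114 against wild type with methionine it passed with camera (-0.29, adjusted p = 0.000915) and with both covariates (-0.21, adjusted p = 0.037). This was the only comparison in which a camera call failed under fry. All other camera calls held. For metr-1(ww52);Δnhr-10 on RNAi against wild type on vector, it passed without the filter and on the compared libraries only (0.29, adjusted p = 0.0378 and 0.0163). For Δmetr-1 on RNAi against wild type on vector it turned negative with the oocyte covariate (-0.23, adjusted p = 0.848) and with both covariates (-0.83, adjusted p = 0.642). In the interaction of Δmetr-1 and RNAi it lost the threshold with both covariates (-3.18, adjusted p = 0.0632).

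Leaving out each library in turn moved this median between the following lowest and highest values. With methionine it ran from -1.48 to -0.99 in wild type and from -0.28 to -0.07 in Δnhr-114, the latter without replicate 2 and replicate 1 of Δnhr-114 with methionine. For Δnhr-114 against wild type it ran from -1.38 to -1.20 untreated and from -0.46 to -0.18 with methionine, the latter without replicate 2 and replicate 1 of wild type with methionine, and the interaction from 0.72 to 1.14. On vector it ran from 1.64 to 1.93 in Δmetr-1 and from 1.65 to 1.98 in metr-1(ww52);Δnhr-10, on RNAi from -2.005 to -1.73 and from -2.23 to -1.79, and in the interactions from -1.98 to -1.57 and from -2.45 to -1.87. In wild type on RNAi it ran from 0.09, without the library labelled nhr-114 RNAi replicate 1, to 0.22. Against wild type on vector, Δmetr-1 on RNAi ran from -0.11 to 0.0862, negative without replicate 1 (-0.11) or replicate 2 (-0.10) of wild type on vector or replicate 2 of Δmetr-1 on RNAi (-0.01). There metr-1(ww52);Δnhr-10 on RNAi ran from -0.17 to 0.54, without replicate 2 and replicate 1 of wild type on vector, with 0.06 and 0.51 without its own replicates 1 and 2.

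Counts of calls depended on the tool. In the first experiment limma called 0 genes in each comparison (94 to 496 at an unadjusted p under 0.05), and DESeq2 called 17 and 43 for methionine in wild type and Δnhr-114, 85 and 3 for Δnhr-114 without and with methionine, and 22 in the interaction. In the second, DESeq2 called 89 and 135 genes on vector (13 and 30 with limma), 2424 and 1290 on RNAi (1448 and 550), 853 and 478 in the interactions (4 and 2), and 2965 and 2310 against wild type on vector (1928 and 1419). In the simulation with the spread of the real libraries, DESeq2 found more of the changed genes than limma and made more false calls. edgeR called 15 genes for metr-1(ww52);Δnhr-10 on vector and 0 in both interactions (3391 and 2358 at an unadjusted p under 0.05). Of the calls, 59.6% and 64.4% were higher with DESeq2 on vector (100% and 93.3% with limma). On RNAi in Δmetr-1, 12.2% were higher with limma, 19.3% with median-of-ratios scaling, 27.9% with edgeR, 30.7% with DESeq2 and 37.4% with the oocyte covariate, and in metr-1(ww52);Δnhr-10 29.1% with limma and 46.3% with DESeq2. Against wild type on vector, 30.1% of the Δmetr-1 calls were higher with limma, 41.5% with edgeR and 42.0% with DESeq2.

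Without the filter 2, 1, 9 and 1 genes were called for methionine in wild type, methionine in Δnhr-114, untreated Δnhr-114 and their interaction, and 276 on RNAi in metr-1(ww52);Δnhr-10. Median-of-ratios scaling left 1 gene in the interaction of that strain. The compared libraries only, which leave fewer degrees of freedom, gave 5 and 281 calls on vector, 0 (3264 at an unadjusted p under 0.05) and 24 on RNAi, and 0 (2547) and 43 in the interactions.

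With the cuticle covariate 62 genes were called in Δmetr-1 on vector, 2494 and 1053 on RNAi, 884 and 134 in the interactions, and 2427 in metr-1(ww52);Δnhr-10 against wild type on vector. With the oocyte covariate there was 1 call in untreated Δnhr-114, 53 and 16 on vector, 799 and 1677 on RNAi, and 742 and 574 in the interactions. With both there were 7 and 14 for methionine, 49 in untreated Δnhr-114, 9 in the interaction and 33 in Δmetr-1 on vector. In that fit 0 were called in metr-1(ww52);Δnhr-10 on vector (1062 at an unadjusted p under 0.05), on RNAi in both strains (337 and 704), in their interactions (389 and 938) and against wild type on vector (396 and 694). The covariates overlap with the groups: from the design alone, using both multiplied the standard error by 2.18 to 7.23 in the comparisons with RNAi in these strains. The factor was 1.33 for metr-1(ww52);Δnhr-10 on vector, where the cause was not tested further.

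Replicate numbers did not pair the samples: correlations of same-numbered deviations ran from -0.66 to 0.31 in the first experiment (2 of 6 over 0.1) and from -0.47 to 0.68 in the second (6 of 15). With the replicate number as a block, 1 gene was called in the interaction of metr-1(ww52);Δnhr-10, and the Met/SAM median of metr-1(ww52);Δnhr-10 on RNAi against wild type on vector was 0.29 (fry adjusted p = 0.0439). Counts were 0 in the 5 comparisons of the first experiment (81 to 380 at an unadjusted p under 0.05) and for RNAi in wild type (215). They were 19 and 25 on vector, 1603 and 575 on RNAi, 4 in the interaction of Δmetr-1, and 2146 and 1601 against wild type on vector. Among the single genes, the block took the call of ilys-5 in the interaction and gave 1 to acdh-1 in Δmetr-1. It changed no other call among the 30 named gene results. Among the genes higher in both mutants, of which 12 were called with the block too, clec-47 was lost and ahcy-1 gained.

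Without each library in turn, fits that kept the groups compared whole called 11 to 13 genes in Δmetr-1 on vector, 14 to 45 in metr-1(ww52);Δnhr-10 on vector, 1049 to 1184 and 304 to 1013 on RNAi, 0 to 1 and 0 to 66 in the interactions, and 1509 to 2618 and 1091 to 2077 against wild type on vector. On vector, 14 came without either Δmetr-1 RNAi library, 15 without either metr-1(ww52);Δnhr-10 RNAi library and 17 without either wild type RNAi library. On RNAi in metr-1(ww52);Δnhr-10, 304 and 308 came without replicates 2 and 1 of wild type on vector, 356 to 365 without a wild type or Δmetr-1 RNAi library and 1013 without a Δmetr-1 vector library. In the interactions, the 0 came without a metr-1(ww52);Δnhr-10 RNAi library (2921 and 2911 at an unadjusted p under 0.05) or a Δmetr-1 RNAi library (2130 and 2128), and 63 and 66 without replicates 1 and 2 of Δmetr-1 on vector. No such fit was possible for the interaction in the first experiment, which uses all its groups. Where a library of the groups compared was left out, only the difference of group means was recomputed, with no test. In all 40 such cases every called gene kept its direction and a 1.5-fold change. The genes had been called on these same libraries, so this is not independent support for the calls.

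Shared calls changed in the same settings. Genes higher in both mutants numbered 12, 37 with DESeq2, 4 on the compared libraries only and 0 with both covariates. Those also lower on RNAi numbered 10, 24, 0 and 0 in the same order. Genes lower both with methionine and in Δnhr-114 numbered 0, 2 without the filter, 12 with DESeq2 and 7 with both covariates. For the 30 named gene results, 223 values kept their direction and call over the alternatives, 33 gained a call and 43 lost it. The gene pmt-2 in Δmetr-1 on RNAi against wild type on vector turned negative with both covariates (-0.15). With a pseudocount of 0.1, all 30 kept their direction and call. Depth limits the low genes most: in replicate 2 of wild type with methionine a count of 0 allows 2.16 CPM, which is close to the 5.76 CPM of nhr-114 there.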

Other observations

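All of the tests in this part were chosen after the result had been seen, and several were changed after a first version had given its value, as said at each.

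Replicate 1 of the 3 groups labelled nhr-114 RNAi had 193 to 391 CPM of nhr-114, and replicate 2 had 2.30 to 7.94 CPM. The smallest of the 3 differences was 4.44 on the log2 scale, and the next gene's was 2.17. A broad difference between replicates is argued against, because 0 of the other genes were at least 16-fold higher in replicate 1 of all 3 groups. An exchange of RNAi and vector labels in replicate 1 of the metr-1 mutants is argued against by the Met/SAM median, which fell within replicate 1 too, with a log2 change of -1.86 in Δmetr-1 and -2.18 in metr-1(ww52);Δnhr-10. Working nhr-114 mRNA in those animals is argued against, since the fall in replicate 1 was at most 0.0197 smaller than in replicate 2. RNA of the clone in the food bacteria is a candidate source. The highest of the 3 strains had 2.03 times the lowest in RNAi replicate 1, against 4.16 times in vector replicate 1, but with a single library per strain this cannot be told apart from other sources of nhr-114 RNA, and which part of the gene the reads cover was not analysed here.

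The spread between replicates was looked at by gene list. A first test, of the depth ratio of a pair against its spread over 10 pairs, gave Spearman's rho of -0.38 (permutation p = 0.278) and Pearson's r of -0.26 (permutation p = 0.474), both 0.474 after Benjamini-Hochberg adjustment, and r was -0.37 without the 2 pairs farthest in depth ratio. It decided nothing and was replaced. Counting noise is argued against by untreated Δnhr-114, whose libraries differed 1.139-fold in depth while the median of 32 cuticle and molting genes differed by 3.97. Stage within the molt cycle may explain part of the spread: that list lay outside the middle 95% of 10000 random lists in 10 of 10 pairs. Lists of unrelated genes of similar level would give 0.5. Genes that vary together leave this band more often whatever the cause, so the count does not single out stage. The vitellogenin, oocyte and sperm lists did so in 9 pairs each and the Met/SAM cycle genes in 0. The groups may differ in stage as well. With the covariate fits, the Met/SAM changes of the metr-1 mutants on vector and on RNAi were 1.46 or more in size, the farthest from 0 being -3.60, and all were past the threshold in the direction reported (fry adjusted p from 8.84e-05 to 0.0122 over 12 fits). Those with methionine in wild type and in untreated Δnhr-114 were -1.15 or larger in size (0.00295 to 0.00729 over 6 fits). These values argue against stage as the whole cause on vector, with methionine in wild type and in untreated Δnhr-114. On RNAi the covariates overlap with the groups. Using both multiplied the standard error by 7.23 in Δmetr-1 and 3.21 in metr-1(ww52);Δnhr-10, so that fit cannot decide there. The fits with a single covariate argue only against either list alone as the whole cause on RNAi.

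Sperm genes were lower in both metr-1 mutants on nhr-114 RNAi, 29 of 29 genes in each, and germline genes were lower in 10 of 10. Scaling is argued against, since the smallest fall of the sperm list relative to all genes was -2.57 with median-of-ratios scaling. A difference in age stays open in both directions. Older animals would have more oocyte transcripts, and the oocyte list was at -3.53 in Δmetr-1 and -2.53 in metr-1(ww52);Δnhr-10 against wild type on vector (fry adjusted p = 0.101 and 0.326). The median difference of replicate 1 from replicate 2 in this list was 0.80, -0.55 and -1.10 in wild type on vector, Δmetr-1 on RNAi and metr-1(ww52);Δnhr-10 on RNAi, and -3.35 in another group (untreated Δnhr-114). Younger animals would have fewer vitellogenin transcripts, and that list was at 3.05 and 0.99 (fry adjusted p = 0.636 and 0.887), with differences of 0.73, 0.11 and -3.13 in the same groups and 5.71 in another (Δmetr-1 on vector). In Δmetr-1 both changes exceed the differences within the groups compared, but neither list passed its threshold in the test, which pools the spread of all groups. Against wild type on vector, 8 of 15 oocyte genes were called lower in Δmetr-1, so the evidence for the oocyte fall in that strain is stronger than for the vitellogenin rise, which rests on no called gene. The vitellogenin rise goes with older animals while the oocyte fall goes with younger ones. Younger animals, older animals and a smaller germline therefore cannot be told apart from these libraries alone. Outside them, the paper reports markedly slower development of Met/SAM cycle mutants on nhr-114 RNAi, though not of their parental strain. That observation goes with younger animals, although the paper's RNA-seq method describes picking animals by stage. The paper also cites sterility and slow development of nhr-114 mutants on OP50, but fertile animals on HT115, the food used here. The tests of age were divided by strain, and the list threshold was added to them, after their values had been seen. A smaller or damaged germline when nhr-114 is knocked down while methionine synthase is missing may be proposed as a hypothesis beside these. Germline size was not measured here. A larger share of somatic RNA as the source of the higher ahcy-1 and pmt-2 in the same libraries is argued against, since the intestine and body wall muscle lists changed by at most 0.38.

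The myosin gene unc-54 followed acdh-1. Its log2 changes were -1.70 with methionine in wild type, -1.50 in untreated Δnhr-114, 3.41 and 2.60 in the metr-1 mutants on vector, and -2.87 and -2.26 on RNAi. A change of body wall muscle is argued against, because the median of the other 9 muscle genes changed by at most 0.49 in size. Reads of the Pacdh-1::GFP reporter counted as unc-54, if the reporter carries the 3′ end of that gene, are a candidate explanation that stays open. The 6 comparisons above are those in which the pattern was noticed, so they test nothing. Among the other 5, in which acdh-1 changed by -0.37 to 0.71, unc-54 set against the other muscle genes went the way of acdh-1 in 2, and its changes there were too small against their error to decide. This test replaced a count over the 6 comparisons. The sequence of the reporter was not analysed here. The transformation marker gene unc-119 was higher in both mutants on vector (log2 changes 2.10 and 2.88, limma Benjamini-Hochberg adjusted p = 0.00223 and 0.000375). Regulation through nhr-114 stays open. On nhr-114 RNAi unc-119 changed by 0.10 and -0.13 in the mutants, against such regulation, whereas its log2 changes of -1.39 in untreated Δnhr-114 and -1.31 with methionine in wild type (limma adjusted p = 0.173 and 0.575) go the way it would. These sources and a different copy number of the marker, which was not tested, cannot be told apart. The gene is 1 of the 12 called higher in both mutants, and its place among them may come from the marker.

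The number of genes called higher in both metr-1 mutants here was 12, with 37 by DESeq2 and 0 with both covariates. Each of these is lower than the value quoted from the study above. That value came from another set of mutants and libraries, compared with a Δnhr-10 parent strain rather than wild type. The difference between the counts therefore has no direct meaning.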
